A study of Mus musculus with 4 samples. Its data were reported in "The transcriptional landscape of mouse beta cells compared to human beta cells reveals notable species differences in long non-coding RNA and protein-coding gene expression" (2014).

How the data were processed

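Alpha and beta cells were sorted by FACS from dissociated islets of mice that carried both the mIns1-H2b-mCherry and the S100b-eGFP reporter. Islets were pooled by sex before sorting, indexed libraries were made, and single reads of 50 cycles were sequenced. Per the labels, each of 4 libraries belonged to 1 cell type and carried the letter m or f, and groups were taken from these titles. The prefix in the titles differs between alpha and beta libraries and not within a cell type, so any difference that goes with it and the cell type cannot be told apart.

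The deposited values are RPKM, made by the authors from reads mapped with STAR to mm9 (NCBI build 37). Per the file header, reads in the exons of RefSeq transcripts were counted with HOMER on both strands together, and 1 transcript was kept per gene. The authors tested their counts with DESeq, and those counts were not used here. Counting on both strands assigns reads of overlapping and antisense genes to both. Of the 113 genes named by the rule given further on, 17 have exons that overlap exons of another annotated gene on either strand. Families of near-identical genes, such as Ins1 and Ins2 or the Y-linked genes and their X-linked copies, are uncertain because how reads common to their members were assigned is not stated. The table held 23406 transcripts, of which 20409 were coding and 2997 noncoding. Coordinates came from the GENCODE annotation of the same build, in which 21027 symbols (89.8%) were matched to 1 gene, and 109 of the named genes are annotated as protein-coding.

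Read numbers were recovered because RPKM of 1 gene are whole multiples of 1 step per library. For each transcript, lengths from 50 to 25000 bases were searched for one that made all values whole reads within 0.0068 of a read, starting with annotated lengths and their surroundings (15%). Of 18438 transcripts above 0 in at least 1 library, 18426 (99.9%) came out whole and 12 did not, while 4968 were at 0 in all libraries. Transcripts that came out whole held between 99.77% and 99.92% of the reads of a library, and the deepest library had 1.44 times the reads of the shallowest. While the search was being built, its lengths were also compared with lengths printed in the study's supplement. The search as run uses no value from it. Tested on simulated data of 2964 genes, the search resolved 100.0%, gave all reads right for 97.0%, and resolved 0 of 500 genes with random values. The floor was 3 reads.

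A test of counts had been planned for the gene-wise comparison, with limma on log2(RPKM + 0.1) written as the substitute if the values were RPKM, and the substitute was used. Genes with an RPKM of at least 0.5 in at least 2 libraries were tested, which left 14090, and values were used as deposited with no further scaling. A linear model on cell type was fitted with limma 3.58.1 in R 4.3.3, with a prior variance that followed the mean level (4.38 prior degrees of freedom) and Benjamini-Hochberg adjustment at 0.05. The filter and the variance trend were set once the unit was known and before any result was seen. A fold change is on the log2(RPKM + 0.1) scale, which understates the change of low genes. With 2 libraries per cell type there were 2 residual degrees of freedom. On 20 simulated data sets with 13955 genes tested on average and 200 changed genes in each, 91.2% of the changed genes were called, 100% of these with the right sign, 8.4% of calls were unchanged genes, which is above the nominal rate, and 4.8% of unchanged genes had an unadjusted p-value below 0.05. In the same data sets all 20 lists of changed genes and 0 lists of unchanged genes were called. The spread was drawn independently for each gene, so these lists do not test the effect of correlation between genes. Far fewer genes were changed than were called in the data (6562), so the rate of false calls may not carry over.

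The m and f libraries were compared in the same way with cell type as a covariate. Marker lists of delta, macrophage, endothelial, fibroblast, acinar, T and B cells were compared with camera at a preset correlation of 0.01, with adjustment over the lists that had at least 3 tested genes. Hormone shares are percentages of the recovered read total of a library. The transcripts that came out whole hold 99.77% to 99.92% of that total, so it covers reads counted in exons and not every mapped read. Purity is the mean over 4 markers of the level in alpha cells as a percentage of that in beta cells. Some genes, lists and a purity measure that rests on them are not reported here, and adjustments over lists cover the genes and lists that are. The groups, the tests, the marker lists, most of the alternatives and the rule for named genes were chosen before the deposited file was examined. The study's text and its top gene tables, which come from these same libraries, had been read by then, so the gene and marker lists were not chosen blind to these data. That rule took the genes of the lists, the 5 genes with the smallest p-value and the 5 with the largest change in each direction (mean RPKM of at least 10 in the higher cell type), the 5 genes with the most reads in each cell type, and all genes called between m and f if 10 or fewer. Genes named outside the rule, which are the other members of overlapping pairs, were named after their values were seen.

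Alpha and beta cells with the same letter came from the same pooled islets according to the labels and the study's methods, so the letters pair the libraries. Deviations from the cell type means of same-lettered libraries correlated across genes with 0.039 over all genes and -0.056 over autosomal genes. The fit without the pool was kept as the main one because the study's methods mention no block.

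The alternatives were RLE scaling, a table without Ins1, Ins2 and Gcg, no filter, at least 10 recovered reads in every library, a replicate block on the pool letter, log2(RPKM + 1), stricter thresholds, fry and an estimated correlation in place of camera, and leaving out each library in turn. Trimmed-mean scaling (30% of ratios and 5% of levels trimmed) had been planned for the purity value and the numbers of expressed genes. Its use in the fits and marker lists, a prior variance without a trend, limma voom on the recovered reads, and log2(RPKM + 1) for the comparison of m with f and for the marker lists were added after seeing the data. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9 was used for the rest.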

Results

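RNA was sequenced from alpha and beta cells that were purified by fluorescence-activated cell sorting (FACS) from the islets of bitransgenic mice. Beta cells were sorted on a nuclear red reporter under the mouse Ins1 promoter (mIns1-H2b-mCherry), and alpha cells on a green reporter (S100b-eGFP) that marks the alpha cell fraction in these islets. Islets had been pooled by sex before sorting, which gave 2 libraries per cell type, one from the pool lettered m and one from the pool lettered f, so that the spread between replicates also holds any difference between the pools. The table listed the RPKM (the number of reads of a transcript, divided by its length and by the read total of the library) of 23406 RefSeq transcripts, 1 per gene. The totals of exon reads recovered from these values were 25494288 in the m alpha library, 20275557 in the f alpha library, 29205121 in the m beta library and 24928291 in the f beta library. A floor of 3 reads in a transcript of 1 kb corresponded to an RPKM of 0.118 and 0.148 in the m and f alpha libraries and of 0.103 and 0.12 in the m and f beta libraries. Intervals and floors of this kind cover counting error only.

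The transcripts carried by 1 sex were read first as a check of the pool letters. Xist (X chromosome 100655714-100678556, mm9), a noncoding transcript of the inactive X chromosome, had 90126 reads in the f alpha library and 46548 in the f beta library, against 641 and 346 in the m alpha and m beta libraries. The Y-linked gene Eif2s3y (Y chromosome 346986-365290) had 2043 and 1928 reads in the m alpha and m beta libraries and 15 and 11 in the f alpha and f beta libraries. Ddx3y, Kdm5d and Uty, also on the Y chromosome, had between 996 and 2591 reads in the m libraries and at most 9 in the f libraries. Each letter therefore went with the same transcripts in both cell types.

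The central comparison asked which genes are enriched in beta cells or in alpha cells. Over the 14090 genes tested, the replicates correlated across genes with r = 0.9633 for alpha and r = 0.9849 for beta on the log2(RPKM + 0.1) scale, and the median SD between replicates was 0.131 and 0.102, although genes are not independent replicates. With limma and Benjamini-Hochberg adjustment, 6562 genes passed an adjusted p-value of 0.05, of which 2228 were higher in beta cells and 4334 in alpha cells, so that 34.0% were beta-enriched. This split depended on the scaling. The median log2 fold change of all genes was -0.16 with the values as deposited and 0.02 under RLE scaling, where 3656 genes were higher in beta cells and 3293 in alpha cells (52.6% beta-enriched). Trimmed-mean scaling moved the median to 0.05 and gave 3882 beta-enriched and 3152 alpha-enriched genes (55.2% beta-enriched). The size of the list depended most on the threshold, as 49 genes, 28 higher in beta cells and 21 in alpha cells, reached an unadjusted p-value of 1e-07.

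The 5 beta-enriched genes with the smallest p-values were Mafa, Ucn3, Bace2, Prss53 and B830017H08Rik. Mafa (transcript NM_194350, chromosome 15, 75577273-75578352) had a mean RPKM of 258.6 ± 4.38 in beta cells and 4.52 ± 0.212 in alpha cells (SD, n = 2 each), a log2 fold change of 5.81 (SE 0.09, limma adjusted p = 3.66e-06). Ucn3 (NM_031250, chromosome 13, 3939934-3944595) had a mean RPKM of 293 ± 21.5 in beta cells and 6.51 ± 0.211 in alpha cells (SD, n = 2 each), a log2 fold change of 5.47 (SE 0.09, limma adjusted p = 4.08e-06). The log2 fold changes of Bace2, Prss53 and B830017H08Rik were 4.41, 4.93 and 5.01. Exons of Prss53 overlap those of Vkorc1 and Zfp646, so its level is uncertain, and B830017H08Rik was not matched to a position in mm9. By size of change among genes with a mean RPKM of at least 10 in the higher cell type, Mafa was followed by Angptl7 (5.76), Mnx1 (5.74), Ucn3 and Tmem215 (5.42). Angptl7 had 20 and 10 reads and Mnx1 had 10 and 3 reads in the m and f alpha libraries, which limits the precision of both changes.

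The 5 alpha-enriched genes with the smallest p-values were Dbpht2, Eef1a2, 1700086L19Rik, Rcn3 and Basp1, with log2 fold changes of -4.07, -6.06, -3.19, -5.66 and -5.35. Eef1a2 (NM_007906, chromosome 2, 180882358-180891719) had a mean RPKM of 138 ± 6.30 in alpha cells (SD, n = 2), with 6916 and 5868 reads in the m and f alpha libraries and 99 and 118 in the m and f beta libraries (SE of the log2 fold change 0.16, limma adjusted p = 9.91e-06). Large changes toward alpha cells were seen for Gcg, Ppy, Mmp3 and Irx1, with log2 fold changes of -6.79 (SE 0.98), -6.72 (SE 0.58), -6.70 (SE 0.55) and -6.59 (SE 0.24) and limma adjusted p-values of 0.00235, 0.000351, 0.000284 and 2.59e-05. Mmp3 had 1 read in the m beta library and 13 in the f beta library, so its change rests on few reads. On this scale the pseudocount understates the changes of low genes.

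**Figure D1:**
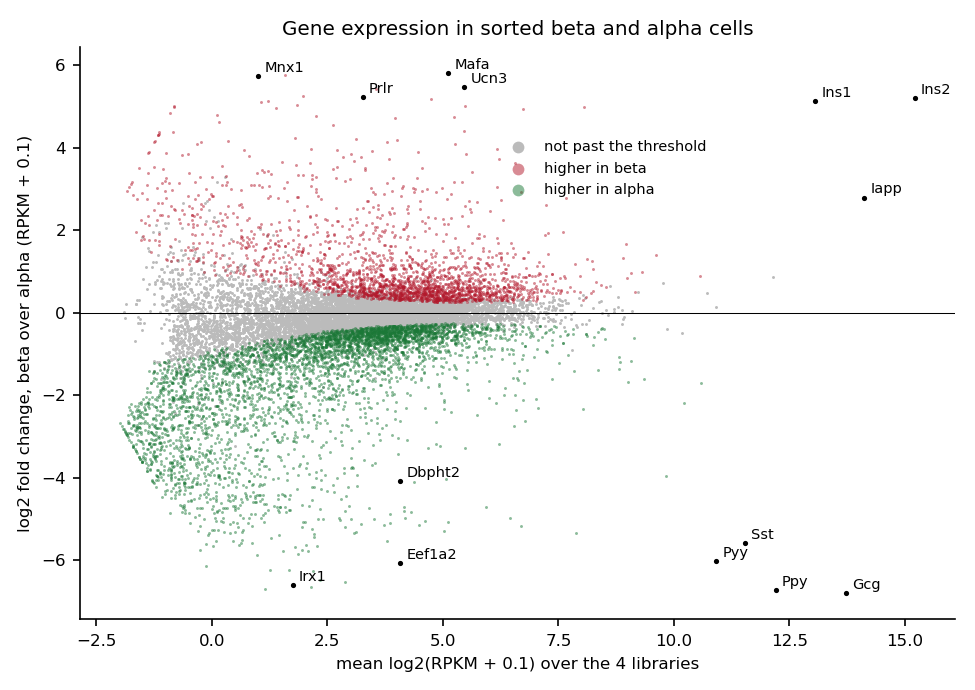
Log2 fold change of beta over alpha cells (vertical axis) against the mean log2(RPKM + 0.1) over the 4 libraries (horizontal axis) for the 14090 genes tested, with the 2228 genes higher in beta cells in red, the 4334 genes higher in alpha cells in green, the other genes in grey and named genes in black. Mafa, Ucn3, Mnx1, Prlr, Ins1 and Ins2 lie above 5 and Irx1, Ppy and Gcg below -6; under RLE or trimmed-mean scaling the median moves from -0.16 to 0.02 or 0.05 and the red genes outnumber the green.

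Hormone transcripts made up a large part of each library, where all reads means the reads counted in exons. In beta cells, Ins2 (NM_001185084, chromosome 7, 149864561-149885415) took 13.0% ± 0.631, Ins1 (NM_008386, chromosome 19, 52338813-52339946) 5.11% ± 0.0504 and Iapp 3.23% ± 0.121 of all reads (SD, n = 2). In alpha cells, Gcg (NM_008100, chromosome 2, 62312587-62321707) took 15.7% ± 3.36, Ppy 2.39% ± 0.940, Sst 1.24% ± 0.337, Pyy 0.774% ± 0.179 and Iapp 0.475% ± 0.136 of all reads (SD, n = 2). The share of Gcg in alpha cells was 6.56 times that of Ppy, 12.6 times that of Sst, 20.3 times that of Pyy and 33.0 times that of Iapp. These ratios differed between the m and f alpha libraries (4.35 and 10.5 for Ppy, 8.99 and 18.0 for Sst, 14.8 and 27.9 for Pyy, 23.3 and 47.6 for Iapp), and as shares of summed RPKM they were 2.89, 6.97, 9.26 and 21.1. The shares moved most when taken of summed RPKM in place of reads, which gave 37.4% for Ins2 in beta cells and 27.1% for Gcg in alpha cells. The 5 genes with the most reads were Ins2, Ins1, Iapp, Rn45s and Chga in beta cells and Gcg, Ppy, Sst, Rn45s and Pyy in alpha cells, where Rn45s is the ribosomal RNA precursor. They held between 19.4% and 24.3% of the reads of a library. Ins1 was called beta-enriched with a log2 fold change of 5.12 (SE 0.66, limma adjusted p = 0.00153). Ins2 with 5.21 (SE 1.93, limma adjusted p = 0.0661), Iapp with 2.79 (SE 1.12, limma adjusted p = 0.0839) and Chga with 0.87 (SE 0.44, limma adjusted p = 0.153) missed the threshold, although each was higher in both beta libraries than in both alpha libraries, and all 3 were called by limma without a variance trend and by voom on the recovered reads. For Ins2 this SE is not the spread between replicates, which was small (log2 m over f of 0.10 in both cell types). It also holds the prior variance that followed the mean level. Without that trend limma gave Ins2 an adjusted p of 0.00114. Ins1 and Ins2 are paralogs, and how reads common to both were assigned is not stated, so the division between them is uncertain.

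**Figure D2:**
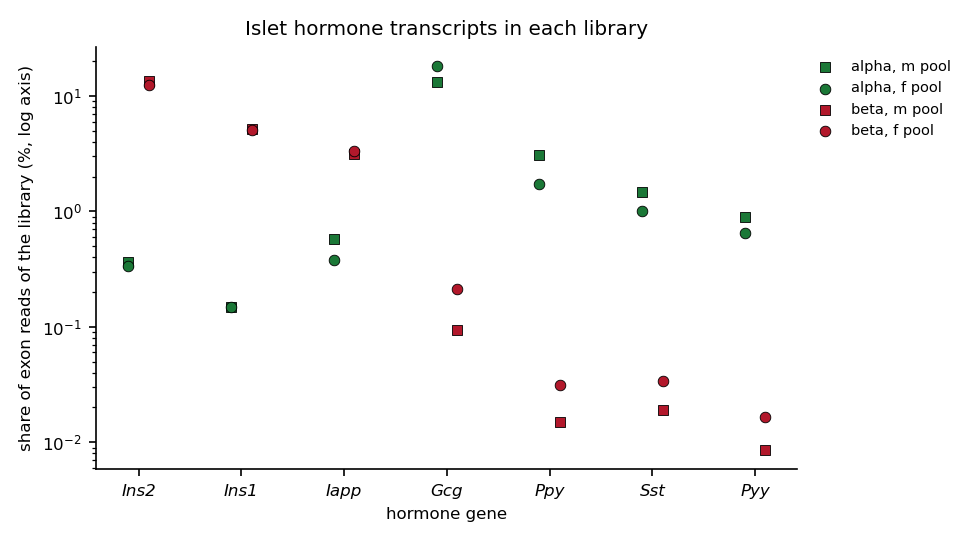
Percentage of the exon reads of a library taken by each of 7 islet hormone genes (vertical axis, log scale), with squares for the m pool, circles for the f pool, green for alpha cells and red for beta cells. The Ins2 and Gcg shares average 13.0% in beta cells and 15.7% in alpha cells, and the points of Gcg, Ppy, Sst and Pyy in beta cells lie higher in the f than in the m library.

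The purity of the sorted alpha fraction was measured from the level of 4 markers of beta cells. Ins1, Ins2, Ucn3 and Mafa were present in alpha cells at an average of 2.39% of their beta cell level (2.32% in the m pool, 2.45% in the f pool, SD 0.0931), with single genes between 1.75% and 2.87%. Trimmed-mean scaling, with 2.06%, was the alternative furthest from this value. These percentages are ratios of levels, and no test was made of them.

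An RPKM above 1 in both libraries was reached by 12653 genes in alpha cells and 11695 genes in beta cells, and 11337 genes reached it in all 4 libraries. The threshold moved these numbers most, and an RPKM above 5 left 9153 genes in alpha cells and 8520 in beta cells.

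Transcription factors with a known place in islet cells were compared as a list of 16 genes, which the study discussed on these same libraries. Of the 15 genes tested, 5 were called higher in beta cells (Mafa, Mnx1, Pdx1, Nkx6-1 and Nkx2-2) and 6 in alpha cells (Irx1, Irx2, Neurog3, Isl1, Myt1 and Rfx6). Adjusted over the list alone the counts were 6 and 6, the addition being Foxo1. This count is not independent evidence, because the study had already discussed these genes on these libraries. The numbers moved most under the unadjusted p-value of 1e-07, which left 2 genes in beta cells and 2 in alpha cells. Pdx1 had a log2 fold change of 2.72 (SE 0.16, limma adjusted p = 0.000102) and Nkx6-1 of 3.17 (SE 0.09, limma adjusted p = 9.91e-06). Irx2, with -5.18 (SE 0.19, limma adjusted p = 2.59e-05), was higher in alpha cells, where its mean RPKM was 44.5 ± 6.61 against 1.13 ± 0.244 in beta cells (SD, n = 2 each). Neurog3 had 726 and 369 reads in the m and f alpha libraries and 25 in each beta library (log2 fold change -4.41, SE 0.26, limma adjusted p = 9.83e-05), and an annotated gene on the opposite strand overlaps its exons. Rfx6, at -0.46 (SE 0.12, limma adjusted p = 0.0191), was no longer called under RLE scaling, trimmed-mean scaling or without the variance trend. Foxo1 (0.32, limma adjusted p = 0.0562) and Pax6 (0.23, limma adjusted p = 0.0854) missed the threshold and passed it under both scalings. Neurod1 (0.09, limma adjusted p = 0.553) and Foxa2 (0.05, limma adjusted p = 0.662) were not called, and Neurod1 changed sign to -0.04 without the m alpha library. Neither was called under RLE or trimmed-mean scaling, but both changes grew. By limma, Foxa2 reached 0.23 and 0.26 (adjusted p = 0.0759 and 0.0554) and Neurod1 0.27 and 0.30 (adjusted p = 0.125 and 0.0987). Exons of Foxo1, Pax6, Neurod1 and Nkx2-2 also overlap those of other annotated genes, so their levels are uncertain. Pax4 was listed at 0 in all 4 libraries.

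**Figure D3:**
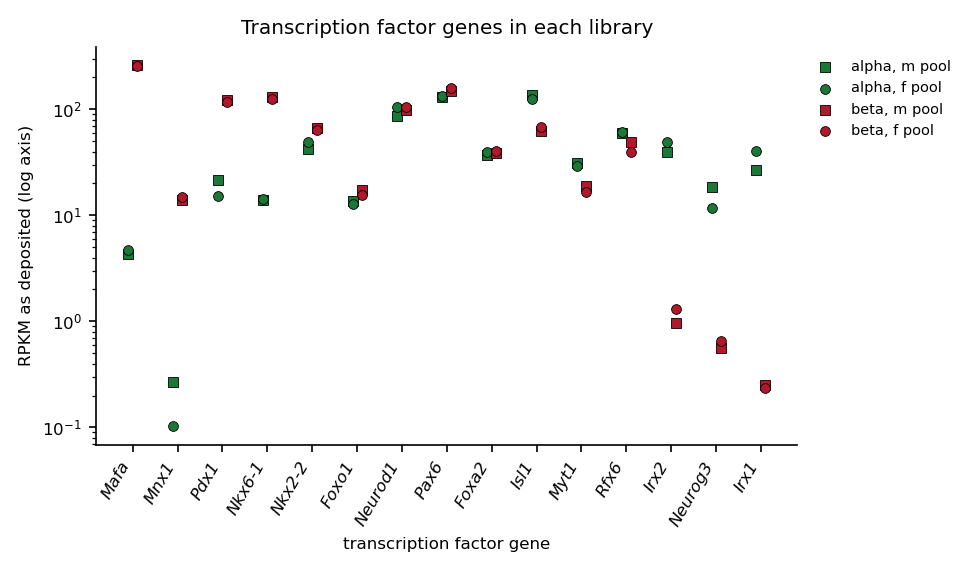
RPKM as deposited (vertical axis, log scale) of the 15 transcription factor genes with a level above 0, with squares for the m pool, circles for the f pool, green for alpha cells and red for beta cells. Mafa, Mnx1, Pdx1 and Nkx6-1 are separated toward beta cells and Irx2, Neurog3 and Irx1 toward alpha cells by far more than the distance between replicates, whereas the points of Neurod1 and Foxa2 lie close together.

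Genes of glucose sensing and hormone secretion were compared as a list of 12 genes, most of which the study discussed on these libraries. In beta cells 7 were called higher, namely Sytl4, G6pc2, Slc2a2, Pcsk1, Ero1lb, Glp1r and Cacna1d. Their log2 fold changes ran from 5.17 for Sytl4 to 0.42 for Cacna1d, whose exons overlap Chdh on the opposite strand and which was no longer called without the variance trend. Slc2a2, the glucose transporter GLUT2, had a mean RPKM of 196 ± 26.3 in beta cells and 7.38 ± 2.15 in alpha cells (SD, n = 2 each; log2 fold change 4.74, SE 0.20, limma adjusted p = 3.36e-05). In alpha cells 2 were called higher, Abcc8 at -0.46 (SE 0.11, limma adjusted p = 0.0166) and Cacna1a at -0.46 (SE 0.09, limma adjusted p = 0.00922), and neither was called under RLE or trimmed-mean scaling, where the count in alpha cells was 0. Adjusted over the list alone the counts were 7 in beta cells and 4 in alpha cells, the latter with Kcnj11 and Pcsk2 added, which again is not independent evidence. Pcsk2 had a log2 fold change of -0.49 (SE 0.20, limma adjusted p = 0.0829) and Cacna1c of 0.21 (SE 0.11, limma adjusted p = 0.148). Cacna1c was called higher in beta cells under RLE scaling (0.40, adjusted p = 0.021) and trimmed-mean scaling (0.43, adjusted p = 0.0165), and Pcsk2 was called higher in alpha cells without the variance trend (adjusted p = 0.0344) and by voom (adjusted p = 0.00161). Exons of Cacna1a and Pcsk2 overlap noncoding transcripts on the opposite strand.

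Of 7 receptor and peptide genes that the study discussed on these libraries, 5 could be tested and all of these were called higher in beta cells, over all genes and adjusted over the list alone. Il1r1 (NM_001123382, chromosome 1, 40281925-40373043), the interleukin 1 receptor, had a mean RPKM of 207 ± 26.4 in beta cells and 88.7 ± 13.8 in alpha cells (SD, n = 2 each; log2 fold change 1.23, SE 0.15, limma adjusted p = 0.00107). The prolactin receptor gene Prlr had 58.9 ± 4.88 and 1.47 ± 0.0653 (SD, n = 2 each; log2 fold change 5.23, SE 0.13, limma adjusted p = 9.91e-06), with an exon overlap with Agxt2. Ghr and Cntfr had log2 fold changes of 0.93 and 4.20. The count in beta cells moved most under the unadjusted p-value of 1e-07, which left 2 genes. Crh had 0 reads in all libraries, which allows a share of up to 1.48e-05% of the reads in the shallowest of them. S100b, the gene whose promoter drives the green reporter, had 7 and 9 reads in the m and f alpha libraries and 1 and 2 in the m and f beta libraries. With beta cells set at the floor of 3 reads it was 2.98-fold higher in alpha cells, a value that leaves out counting error of the alpha reads. It was too low to be tested. The study detected no endogenous S100b in alpha cells and calls their eGFP artifactual, so the reporter does not stand for S100b.

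The m pool was compared with the f pool with cell type as a covariate, which left 1 residual degree of freedom. By limma, 7 genes passed an adjusted p-value of 0.05. Higher in the m pool were Eif2s3y with a log2 fold change of 6.60 (SE 0.19, adjusted p = 0.000139), Ddx3y with 6.95 (SE 0.27, adjusted p = 0.000466), Uty with 6.02 (SE 0.35, adjusted p = 0.00468) and Kdm5d with 6.11 (SE 0.41, adjusted p = 0.00858). Higher in the f pool were Xist with -7.23 (SE 0.13, adjusted p = 1.34e-05), Tsix with -5.53 (SE 0.20, adjusted p = 0.000337) and Npy with -1.54 (SE 0.14, adjusted p = 0.0485). All 7 differed in the same direction in both cell types. Tsix lies antisense to Xist and overlaps its exons, and reads were counted on both strands, so its level is uncertain. Npy (chromosome 6, 49772709-49779506) had 27 and 56 reads in the m and f alpha libraries and 497 and 1421 in the m and f beta libraries, and it was no longer called with log2(RPKM + 1) (adjusted p = 0.145). Without the variance trend Npy, Tsix and Kdm5d were no longer called (adjusted p = 0.997, 0.167 and 0.409). Limma voom on the recovered reads called 51 genes, and the fit without the cell type covariate called 0 and had 28 at an unadjusted p-value below 0.05, against 633 at that level in the comparison with it.

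Transcripts of other pancreas cell types were compared between the fractions by camera, with 7 marker lists that were written after the study's own top gene tables had been read. Delta cell genes were higher in alpha cells (median log2 fold change -5.24, adjusted p = 0.00219, 4 of 4 genes higher in both alpha than in both beta libraries), as were macrophage genes (-4.80, adjusted p = 4.42e-06, 13 of 13 genes) and fibroblast genes (-4.61, or -4.74 with Pdgfra at its bound, adjusted p = 7.2e-05, 9 of 9 genes). Acinar genes (2.92, adjusted p = 6.29e-06, 9 of 9 genes) and endothelial genes (0.76, adjusted p = 0.0049, 7 of 8 genes, with Esam the exception) were higher in beta cells. The T cell and B cell lists had 1 and 2 genes at testable levels. With no filter, camera called the T cell list higher in alpha cells (median -1.79, adjusted p = 0.0481, 5 genes). All of its genes but Lck had at most 13 reads in a library. The B cell list was not called with no filter (camera adjusted p = 0.555). Lck was called higher in alpha cells (log2 fold change -2.35, SE 0.25, limma adjusted p = 0.000738), and Cd79a and Cd79b were not called (adjusted p = 0.661 and 0.104). With log2(RPKM + 1) all 5 calls held and the medians were closer to 0, at -4.85 for delta, -4.11 for macrophage, -2.63 for fibroblast, 2.80 for acinar and 0.57 for endothelial genes, so the fibroblast median depends most on the pseudocount. All 5 calls held under fry, and none held when camera estimated the correlation between genes, which gave an adjusted p of 0.279 for each. Of the list genes, all 4 delta genes, 7 of the 13 macrophage genes and 3 of the 9 fibroblast genes are among the top genes the study picked from these libraries, so the delta list is not independent evidence. Without these genes the macrophage list had a median of -3.82 (adjusted p = 0.00272, 6 genes) and the fibroblast list of -4.49 (adjusted p = 0.00272, 5 genes). The latter median is the value of Pdgfra itself, which had 2 and 3 reads in the m and f beta libraries, so it may understate the change.

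**Figure D4:**
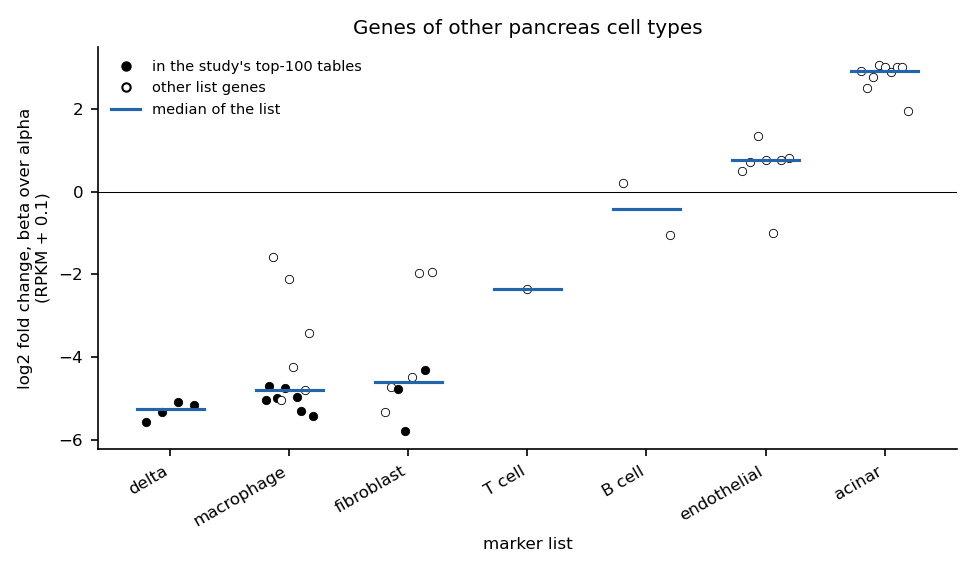
Log2 fold change of beta over alpha cells (vertical axis) of each tested gene of the 7 marker lists (horizontal axis), with filled points for genes in the study's top tables, open points for other genes and a bar for the median of the tested genes. Delta, macrophage and fibroblast medians lie below -4 and the acinar median at 2.92, and the endothelial genes lie above 0 except Esam.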

Values the study reported

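The study reported 2547 genes that differed between beta and alpha cells at a p-value below 1e-7, of which 1075 were enriched in beta cells and 1472 in alpha cells. It gave Ins2 13.0% and Ins1 5.1% of the reads in beta cells and Gcg 15.7% of those in alpha cells, and put the other islet hormones between 6.5 and 33-fold below Gcg in alpha cells. Beta cell markers in the alpha fraction were put below 2.39% on average. The average RPKM of Ins1 was given as about 230,000, and the RPKM of Il1r1 in beta cells as above 200.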

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

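The test of other alpha-enriched genes in the f beta library was chosen only after its result could be seen, and its limits were set with the values in view. For 12 results with a level in each library (hormones and marker lists), the m library was set against the f library within each cell type, and 7 of them moved in opposite directions in alpha and beta cells. Each cell type had 1 library per pool, none of these differences was tested, and chance alone gives opposite directions about as often as not, so 7 of 12 is close to what chance gives.

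The differences between the log2 m over f ratio in alpha cells and that in beta cells were 0.67 for Iapp, 1.90 for Ppy, 1.37 for Sst, 1.41 for Pyy, 1.08 for the delta list median, 1.14 for the macrophage list median and 0.51 for the fibroblast list median. In alpha cells Ppy, Sst and Pyy were higher in the m library (log2 m over f of 0.82, 0.56 and 0.48), and in beta cells they were lower there (-1.07, -0.81 and -0.94). Iapp differed by 0.59 in alpha cells and -0.08 in beta cells, the latter being a small change. The fibroblast list median differed by 0.46 in alpha cells and -0.05 in beta cells, which is also small. In beta cells its genes went both ways, from -1.25 for Col1a1 to 0.54 for Col3a1. Of the delta list, Sst is also among the hormones, so these 2 results are not independent.

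Gcg, Ppy, Sst and Pyy in beta cells were all higher in the f than in the m library, by log2 1.18, 1.07, 0.81 and 0.94. A candidate explanation is that the f beta library held more RNA of the alpha fraction. Of 41 other alpha-enriched genes with at least 100 beta reads and a beta level below 5% of the alpha level, 34 were higher in the f beta library, with a median log2 ratio of 0.46. That is the direction this explanation needs, although the median is smaller than the changes of the hormones. The higher levels of Ppy, Sst and the macrophage list in the m alpha library were not followed by a test, and a different make-up of the pools, a difference in sorting and a difference between the sexes all stay open for them.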

How the results depend on the processing

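RLE scaling and most other settings had been planned. Trimmed-mean scaling had been planned for the purity value and the numbers of expressed genes. For the fits and marker lists it was chosen after seeing the data, as were no variance trend, voom, and log2(RPKM + 1) for the m and f comparison and the marker lists. DESeq2 and the edgeR likelihood ratio test were not run, and voom is the only gene-wise fit made on the recovered reads. Total counts without TMM equal the values as deposited. The cause of the changes below was not tested unless a stricter threshold made them.

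Of the 6562 genes called between beta and alpha cells, 5521 were also called under RLE scaling, 5380 under trimmed-mean scaling, 6256 by voom and 5229 without the variance trend. The number higher in beta cells rose from 2228 to 3656 under RLE scaling and to 3882 under trimmed-mean scaling. An adjusted p below 0.001 left 1375 genes (438 in beta, 937 in alpha), an unadjusted p of 1e-07 left 49 (28 in beta, 21 in alpha), and a change of at least 2-fold left 3110 (783 in beta, 2327 in alpha). In the paired fit with a replicate block on the pool letter 6387 genes were called, 2178 in beta and 4209 in alpha, of which 6153 were shared. The block changed no other call of a named gene or list.

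At an unadjusted p of 1e-07 the transcription factor list kept 2 genes in beta and 2 in alpha, the secretion list 4 in beta and the receptor list 2 in beta. An adjusted p below 0.001 left 3 of the receptor list. The secretion list in alpha had 0 genes under RLE scaling, trimmed-mean scaling, an adjusted p below 0.001, 1e-07 and the 2-fold limit, and 4 by voom.

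Beta markers in alpha came to 2.06% under trimmed-mean scaling. With NM transcripts alone in the total, Ins1 took 5.31% and Iapp 3.35% of beta reads. As shares of summed RPKM, Ins1 was 8.14%, Ins2 37.4% and Iapp 7.56% in beta, and Gcg 27.1%, Ppy 9.36%, Sst 3.88% and Pyy 2.92% in alpha, which follows from dividing by transcript length.

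Between m and f, 7 genes were called, 13 with no filter, 4 with at least 10 reads in every library, which removes Ddx3y, Kdm5d and Uty, 4 without the variance trend, 51 by voom, 4 at an adjusted p below 0.001 and 0 without the cell type covariate, with 28 at an unadjusted p below 0.05. The estimated correlation gave an adjusted p of 0.279 for the delta, macrophage, endothelial, fibroblast and acinar lists.

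Of 102 named genes, 3 lost the call under RLE scaling (Abcc8, Cacna1a and Rfx6) and 5 gained it. Under trimmed-mean scaling 3 lost it and 7 gained it. Without the variance trend 6 lost it and 5 gained it, and by voom 8 gained it and 0 lost it. With no filter all 102 stayed as they were. Leaving out 1 library at a time changed 1 direction, that of Neurod1, which ran from -0.04 to 0.22. The adjusted p of Ins2 was 0.0661 and ran from 2.36e-09 by voom to 0.299 with no filter over 8 alternatives, and it was past the threshold in 4 of them. Depth limits genes near 3 reads, such as Mnx1 in alpha and Mmp3 in beta.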

Other observations

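The tests of wrong-index reads, the acinar list, Tsix, ribosomal protein genes, length at equal reads and length by direction were chosen only after the result was seen, and the limits for genes of one cell type in the other were also set with the values in view.

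At an unadjusted p-value of 1e-07, 49 genes were called here, 28 higher in beta cells and 21 in alpha cells. These are lower than the numbers quoted from the study above. The study tested counts with DESeq, whereas limma on log2(RPKM + 0.1) with 2 residual degrees of freedom was used here. The same p-value limit is therefore not a like comparison of the 2 lists. The mean RPKM of Ins1 in beta cells was 50435 here. That is lower than the value quoted from the study above. The mean RPKM of Ins2 in beta cells was 231357.

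Some beta-enriched genes were present in the alpha libraries at a few percent of their beta level. Of 6313 genes with an RPKM of at least 10 in beta cells, 23 were below 5% in alpha cells, 11 below the percentage of Ins2 (2.70%) and 1 below 1.35%, which was Mnx1 at 1.28% with 10 and 3 reads in the alpha libraries. Reads assigned to the wrong indexed library could give such levels. Xist and the summed level of the 4 Y-linked genes appeared in the libraries of the other pool at between 0.566% and 0.634%. Single Y-linked genes spread more widely in alpha cells. Kdm5d had 1427 reads in the m and 0 in the f library, and Eif2s3y had 2043 and 15. The range of 0.566% to 0.634% is below the 1.28% of Mnx1, the lowest of the beta genes. This argues against wrong-index reads as the whole cause in the alpha libraries. Whether alpha and beta libraries shared a lane is not known. From these values, beta cells or their RNA in the alpha libraries and low true expression cannot be told apart, because most of the 6313 genes are expressed in both cell types and so few remain that their number below a limit decides nothing. The study itself found 0 reads of mCherry in its alpha fractions and 3 reads of eGFP in its beta fractions. The former counts against beta cell RNA in the alpha libraries. It gave mCherry an RPKM only a little above 5 in beta cells, so few such reads could have been seen. In the beta libraries, of 6798 genes with an RPKM of at least 10 in alpha cells, 103 were below 5%, 8 below the percentage of Gcg (0.970%) and 0 below 0.485%. The lowest was Mmp3 at 0.683%, with 0.071% in the m pool (1 read) and 1.59% in the f pool (13 reads). Single pools also gave 0.387% for Ghrl in f (5 reads) and 0.491% for Ppy in m, while Gcg had 0.699% in m and 1.17% in f. Those of Ghrl and Ppy are below the 0.566% to 0.634% of Xist and the summed Y-linked genes. Single Y-linked genes spread too widely for that range to be a sharp limit. The percentages of the alpha genes also lie on both sides of it and differ between the pools. Alpha cells or their RNA, wrong-index reads and low true expression therefore cannot be told apart in the beta libraries.

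The macrophage genes were higher in both alpha than in both beta libraries for 13 of 13 genes, and the most abundant, Cd74, had a mean RPKM of 506 in alpha cells and 15.7 in beta cells. This direction is what macrophages in the sorted alpha fraction need. Similar folds for all had also been foreseen and were not seen, since log2 fold changes ran from -1.59 for C1qa to -5.42 for Laptm5, so macrophages may not be the whole source. All 4 delta genes (Sst, Hhex, Ghsr and Rbp4) were higher in alpha cells, with log2 fold changes between -5.58 and -5.09. This is the direction that delta cells in the alpha fraction need. Each of these genes was also picked by the study from these libraries, and alpha cells could express some of them. Imaging in the study showed delta cells without the green reporter, which counts against their entry into the sorted alpha fraction.

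The acinar genes were higher in beta cells for 9 of 9 genes, with Ctrb1 the most abundant at a mean RPKM of 539 in beta cells and 88.5 in alpha cells. Log2 fold changes lay between 1.95 for Reg1 and 3.06 for Cela2a, whose exons overlap Casp9 on the opposite strand. Acinar cells or their RNA in the sorted beta fraction are a candidate explanation. Their log2 m over f ratio was positive in both cell types, with list medians of 1.31 in alpha and 0.60 in beta cells.

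Genes called between beta and alpha cells differed in length. At equal mean level, the share called was 12.9 percentage points higher in the longest than in the shortest group of transcripts, against -2.01 to 2.15 with shuffled lengths (1000 shuffles, permutation p = 0.001, the smallest they can give). The difference came from genes higher in alpha cells, at 13.1 points, while for genes higher in beta cells it was -0.223, within the -1.52 to 1.44 of shuffled lengths. Median lengths were 3030 for genes higher in alpha cells, 2557 for genes higher in beta cells and 2574 for genes not called. A bias of the test that acts alike on both directions would raise both shares, so these values argue against it as the whole cause. By voom the differences were 21.6 points for alpha and 3.93 for beta, and under RLE scaling 9.30 and -2.67. At equal mean reads the difference over both directions was still 8.19 points, outside the -1.84 to 1.81 of shuffled lengths. It is the net of opposed differences, 18.6 points for genes higher in alpha cells (shuffled -1.81 to 1.82) and -10.4 for genes higher in beta cells (shuffled -1.42 to 1.38), so a larger number of reads behind a long transcript is not the whole of it either. A shift with length between the libraries of the cell types, by preparation or RNA quality, cannot be told apart from a true use of longer transcripts in alpha cells, because each library belongs to 1 cell type.

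Over 75 ribosomal protein genes, mean RPKM ran from 0.664 to 475. The percentage of 50-nt windows of a transcript found elsewhere in mm9 was related to the level with Spearman's rho = -0.43 across genes (permutation p = 0.00016, 100000 resamples, from -0.44 to -0.42 in single libraries), with transcripts matched by nearest length. Genes are not independent replicates. The direction is consistent with reads shared with processed pseudogenes being left out of the counts, so RPKM of such genes may understate their expression.

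Tsix had 6.26% of the reads of Xist in the f alpha library and 5.25% in the f beta library (two-sided Fisher's exact p = 9.44e-13, which compares these 2 libraries and not the cell types). In the m libraries, where both had few reads, it had 17.9% (115 of 641 reads) in alpha and 18.2% (63 of 346) in beta cells. Reads of Xist counted for Tsix because both strands were counted would give the same ratio in all libraries, so they are not the only source of the Tsix reads in the m libraries. For the higher level in the f libraries, Xist reads and true Tsix expression cannot be told apart, because counting error is not the only spread between the f libraries and there is 1 of them per cell type.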
